# Gene-edited *Mtsoc1* triple mutant Medicago plants do not flower

**DOI:** 10.3389/fpls.2024.1357924

**Published:** 2024-02-26

**Authors:** Axel Poulet, Min Zhao, Yongyan Peng, FangFei Tham, Mauren Jaudal, Lulu Zhang, Josien C. van Wolfswinkel, Joanna Putterill

**Keywords:** MtSOC1a, MtSOC1b, MtSOC1c, legume, Medicago, flowering time, gene editing, CRISPR-Cas9

## Abstract

Optimized flowering time is an important trait that ensures successful plant adaptation and crop productivity. *SOC1-like* genes encode MADS transcription factors, which are known to play important roles in flowering control in many plants. This includes the best-characterized eudicot model *Arabidopsis thaliana* (Arabidopsis), where *SOC1* promotes flowering and functions as a floral integrator gene integrating signals from different flowering-time regulatory pathways. *Medicago truncatula* (Medicago) is a temperate reference legume with strong genomic and genetic resources used to study flowering pathways in legumes. Interestingly, despite responding to similar floral-inductive cues of extended cold (vernalization) followed by warm long days (VLD), such as in winter annual Arabidopsis, Medicago lacks FLC and CO which are key regulators of flowering in Arabidopsis. Unlike Arabidopsis with one *SOC1* gene, multiple gene duplication events have given rise to three *MtSOC1* paralogs within the *Medicago* genus in legumes: one Fabaceae group A *SOC1* gene, *MtSOC1a*, and two tandemly repeated Fabaceae group B *SOC1* genes, *MtSOC1b* and *MtSOC1c*. Previously, we showed that *MtSOC1a* has unique functions in floral promotion in Medicago. The *Mtsoc1a Tnt1* retroelement insertion single mutant showed moderately delayed flowering in long- and short-day photoperiods, with and without prior vernalization, compared to the wild-type. In contrast, *Mtsoc1b Tnt1* single mutants did not have altered flowering time or flower development, indicating that it was redundant in an otherwise wild-type background. Here, we describe the generation of *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant lines using CRISPR-Cas9 gene editing. We studied two independent triple mutant lines that segregated plants that did not flower and were bushy under floral inductive VLD. Genotyping indicated that these non-flowering plants were homozygous for the predicted strong mutant alleles of the three *MtSOC1* genes. Gene expression analyses using RNA-seq and RT-qPCR indicated that these plants remained vegetative. Overall, the non-flowering triple mutants were dramatically different from the single *Mtsoc1a* mutant and the Arabidopsis *soc1* mutant; implicating multiple *MtSOC1* genes in critical overlapping roles in the transition to flowering in Medicago.

## Introduction

Optimal timing of flowering is a major adaptive trait in plants and a key determinant of productivity in crops, including legumes (Graham and Vance, 2003; Jung and Muller, 2009; Tadege et al., 2015; Weller and Ortega, 2015; Foyer et al., 2016). *Medicago truncatula* (Medicago) is a temperate legume with powerful genetic and genomic resources for investigating the molecular pathways underlying flowering (Benlloch et al., 2006; Tadege et al., 2009; Young et al., 2011; Putterill et al., 2013; Meng et al., 2017; Cañas and Beltrán, 2018; Weller and Macknight, 2018; Jaudal et al., 2020a). Interestingly, Medicago and *Arabidopsis thaliana* (Arabidopsis), share similarities and striking differences in their flowering time regulation. Multiple signalling pathways control Arabidopsis flowering (Kim et al., 2009; Fornara et al., 2010; Srikanth and Schmid, 2011; Andrés and Coupland, 2012). Both winter annual Arabidopsis and Medicago are induced to flower by extended winter cold (vernalization, V) followed by warm, long day (LD) photoperiods (VLD) (Clarkson and Russell, 1975). However, Medicago lacks the well-known regulators of these processes, the repressor FLOWERING LOCUS C (FLC), and the activator CONSTANS (CO) (Putterill et al., 2013; Wong et al., 2014; Weller and Macknight, 2018; Jaudal et al., 2020a).

Nevertheless, progress has been made in identifying Medicago flowering-time regulators using forward and reverse genetics. These include the LD activators *MtPHYTOCHROME A* (Jaudal et al., 2020b), *MtFE* (Thomson et al., 2021), and *MtPHYTOCHROMOBILIN SYNTHASE* (Perez-Santangelo et al., 2022), and repressors *MtCYCLING DOF FACTORS* genes (Zhang et al., 2019). The polycomb repressive complex 2 component MtVERNALISATION2 represses Medicago flowering until after vernalization (Jaudal et al., 2016). *MtINHIBITOR OF GROWTH 2* (*MtING2*) promoted flowering particularly in response to VLD (Jaudal et al., 2022). The floral integrator genes include the *FLOWERING LOCUS T (FT)-like* gene *MtFTa1* (Laurie et al., 2011; Yeoh et al., 2013; Jaudal et al., 2020a; Zhang et al., 2021b) and the *FLOWERING LOCUS D (FD)-like* gene *MtFDa.* MtFDa interacts with MtFTa1 and stimulates the transition to flowering, as has been observed for Arabidopsis FT and FD (Srikanth and Schmid, 2011; Collani et al., 2019; Cheng et al., 2021; Zhang et al., 2021b; Zhu et al., 2021). *Mtfta1 Mtfda* double mutants have a bushy phenotype and fail to transition to flowering, indicating complementary critical functions for these genes in flowering time (Laurie et al., 2011; Cheng et al., 2021). This is unlike Arabidopsis, where the *ft-10 twin sister of ft (tsf-1) fd-3* triple mutants showed only delayed flowering (Romera-Branchat et al., 2020). Other likely players include multiple paralogs of genes encoding MADS transcription factors, such as the three *MtSUPPRESSOR OF OVEREXPRESSION OF CO1 (SOC1)* (*MtSOC1a*, *b*, *c*), three *MtFUL* genes (*MtFULa, b, c*), three *MtSHORT VEGETATIVE PHASE* (*MtSVP1, 2, c*), and additional *FT*/*TERMINAL FLOWER 1 (TFL1)* genes including *MtFTa2*, *MtFTb1*, *MtFTb2*, and *MtTFL1a, c* (Laurie et al., 2011; Jaudal et al., 2014, 2015; Sussmilch et al., 2017; Cheng et al., 2018; Fudge et al., 2018; Jaudal et al., 2018; Thomson et al., 2019; Jaudal et al., 2022).

*SOC1* functions as an important floral integrator gene in Arabidopsis, integrating signals from different flowering time pathways, including the LD photoperiod, gibberellin (GA), ambient temperature, and age pathways (Melzer et al., 2008; Gregis et al., 2009; Liu et al., 2009; Lee and Lee, 2010; Balanzà et al., 2014; Romera-Branchat et al., 2020). SOC1 binds to and controls the expression of numerous flowering regulators, including *SVP*, *APETALA* (*AP2)-like* repressor genes, and floral homeotic genes, and represses its own expression (Immink et al., 2012; Tao et al., 2012). *SOC1* homologues regulate flowering or phenotypes, such as dormancy, in other plants (Lee and Lee, 2010; Immink et al., 2012; Tao et al., 2012; Voogd et al., 2015; Jaudal et al., 2018). Medicago has three *MtSOC1* genes that encode proteins with ~66% amino acid identity with SOC1. These include the Fabaceae group A *SOC1* gene, *MtSOC1a*, on chromosome 7, and two Fabaceae group B *SOC1* genes, *MtSOC1b* and *MtSOC1c*, adjacent to each other on chromosome 8 (Fudge et al., 2018; Jaudal et al., 2018). The latter shares 93% amino acid identity and is ~66% identical to MtSOC1a. *MtSOC1b* and *MtSOC1c* duplications have only been observed in the genus Medicago, suggesting that it is relatively recent (Fudge et al., 2018; Jaudal et al., 2018). The three *MtSOC1* genes partially complemented the delayed flowering of the Arabidopsis *soc1* mutant (Fudge et al., 2018) and *MtSOC1a* overexpression strongly accelerated flowering in some wild-type (WT) Arabidopsis transgenic plants (Jaudal et al., 2018). In Medicago, the three *MtSOC1* genes showed elevated expression in the shoot apex in response to floral inductive signals of VLD (Fudge et al., 2018; Jaudal et al., 2018). In addition, their expression was reduced in the late-flowering *Mtfta1* mutant but elevated in transgenic plants overexpressing *MtFTa1*. This indicates that their expression relies partly on functional *MtFTa1*, as observed for the *SOC1*-mediated LD promotion of flowering in Arabidopsis (Fudge et al., 2018; Jaudal et al., 2018). Recently, a role for *MtFDa* in promoting *MtSOC1* gene expression was reported, with the three *MtSOC1* genes showing reduced expression in the *Mtfda* late-flowering mutant (Cheng et al., 2021, Zhang et al., 2021b).

In our previous study, we showed that *MtSOC1a* promotes flowering in Medicago, and that overexpression of *MtSOC1a* partially rescued the late flowering phenotype of the *Mtsoc1a Tnt1* insertion mutant (Jaudal et al., 2018). However, *Mtsoc1b Tnt1* insertion mutants had no flowering time phenotype, suggesting that *MtSOC1b* function may be redundant in regulating flowering in the WT (Fudge et al., 2018; Jaudal et al., 2018). *Mtsoc1c Tnt1* mutants have not been previously identified; however, overexpression of *MtSOC1c* in WT R108 accelerated Medicago flowering under LD conditions, indicating that it is likely involved in floral induction (Fudge et al., 2018; Jaudal et al., 2018; Yuan et al., 2023).

To analyze the combined functions of the three *MtSOC1* genes, we generated *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant lines using CRISPR/Cas9 gene editing. Strikingly, two independent triple mutant lines segregated plants that did not flower and were bushy, even after 5 months, compared with WT plants that flowered at ~3–4 weeks in VLD conditions. RNA-seq and RT-qPCR were carried out to analyze the molecular basis of these phenotypes and indicated that the non-flowering mutant plants remained vegetative, implicating a combined critical role for multiple *MtSOC1* genes in promoting the transition to flowering.

## Materials and methods

### Plant materials, growth conditions, and phenotyping

The wild-type (WT) Medicago plants R108_C3 (R108) (Trinh et al., 1998) and the *Tnt1* insertion *Mtsoc1a* (NF1705) single mutant in the R108 background have been previously reported (Jaudal et al., 2018). The gene-edited *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant lines, named *Mtsoc1-1* and *Mtsoc1-2*, were generated in this study in the WT background, as described below. For the typical growth of Medicago plants under floral-inductive vernalized long-day conditions (VLD), seeds were first scarified between two pieces of sandpaper (grade P600), sterilized in a chlorine solution (Millipore, USA) for 5 min–10 min, and germinated overnight at 15°C in the dark. For the vernalization treatment, germinated seeds were placed on moist filter paper and stored at 4°C in the dark for 3 weeks. Germinated seeds with or without vernalization were planted in seed-raising mix (Daltons Limited, NZ) and placed on rockwool mats subirrigated with hydroponics (Gibeaut et al., 1997, without Na_2_O_3_Si). Seedlings were transplanted after 11–14 days to 2 L pots of soil mix consisting of nine parts of potting mix (Daltons Limited, NZ), three parts of vermiculite (Pacific Growers Supplies Limited, NZ), one part of number 2 sand (Daltons Limited, NZ). Plants were grown in controlled rooms under long days (LD, 16 h light/8 h dark) at 22°C with fluorescent lights at ~160 μmol m^−2^s^−1^. Plants were watered with tap water and hydroponic medium.

Flowering time was scored in days after planting and the number of nodes on the primary axis at the time the first floral bud was observed on the plant. The length of the primary shoot axis (main stem) was measured from the monofoliate leaf node to the uppermost shoot apical bud and the number of nodes was counted. The longest secondary axis that branched off from the primary shoot axis was also identified, and its length and number of nodes were measured. The flowering time and shoot axis measurements are shown as box plots. Statistical significance was determined using the Wilcoxon test (*P*-value with Bonferroni correction: *P ≤0.05, **P ≤0.01, ***P ≤0.001, ****P ≤0.0001).

### General bioinformatics

Medicago gene sequences *MtSOC1a* (Medtr7g075870), *MtSOC1b* (Medtr8g033250), and *MtSOC1c* (Medtr8g033220) were obtained from the ‘Jemalong A17’ accession in the *M. truncatula* Genome Database (Mt4.0v2) http://blast.jcvi.org/Medicago-Blast/index.cgi) (Tang et al., 2014). The WT R108 genome assembly (v1.0, http://blast.jcvi.org/Medicago-Blast/index.cgi) (Moll et al., 2017) was used for the primer design and gene editing. Primers were designed using the Geneious software package (≥v8.0) (Kearse et al., 2012) using the Primer3 plugin (Untergasser et al., 2012).

### Generation of CRISPR-Cas9 gene-edited *Mtsoc1* triple mutant lines

Gene editing was used to generate the *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant lines. Two triple mutant lines were studied further and were named *Mtsoc1-1* and *Mtsoc1-2*. Seven single guide RNAs (guides) were designed using the Geneious Prime software (version 2019.1.1) (Kearse et al., 2012) to target the coding sequences of *MtSOC1a*, *MtSOC1b*, and *MtSOC1c* in Medicago WT A17 (**Table 1**; **Supplementary Table 1**). Two guides (guide 1 and guide 2) targeted exons 5 and 7 of *MtSOC1a*, which encode part of the K-domain and C-terminal domain of MtSOC1a, respectively. Two guides (guides 3 and 4) targeted *MtSOC1b* in exons 3 and 7, which encode a part of the K-domain and C-terminal domain of MtSOC1b, respectively. Four guides (guide 3, guide 5, guide 6, and guide 7) targeted exons 3, 4, 5, and 7 of *MtSOC1c*, respectively. These exons encode part of the K-domain (guides 3, 5, and 6) or the C-terminal domain (guide 7) of MtSOC1c. The guide sequences are listed in **Supplementary Table 1**. The guides were identified based on N(17)VVR(NGG)H target selection criteria and activity scoring by Doench et al. (2014), and checked for the absence of off-target sites in the Medicago R108 genome (v1.0). One construct consisting of a polycistronic pre-tRNA-sgRNA-scaffold cassette (Xie et al., 2015) placed downstream of the *Medicago* U6 promoter with all seven guides and HindIII restriction sites added on both ends was commercially synthesized by GenScript (USA). The construct was inserted into the pCBSG041 plasmid vector backbone with Cas9 driven by the constitutive CAMV 35S promoter, as previously described (Jaudal et al., 2022). The plasmid was transformed into *Agrobacterium tumefaciens* strain EHA105 to transform Medicago WT R108 leaf tissue. Independent T0 transformant plants were selected using phosphinothricin (PPT) and regenerated as described previously (Cosson et al., 2006; Jaudal et al., 2018). Young regenerant plants were also sprayed with the Basta herbicide (Bayer, Germany) to select transgenic plants. T0 mutant plants were self-crossed to produce segregating T1 and T2 progenies for analysis. *MtSOC1a*, *MtSOC1b*, and *MtSOC1c* were genotyped for gene editing by polymerase chain reaction (PCR) using the primers listed in **Supplementary Table 1**. The identity of the edits in *MtSOC1* genes was confirmed by DNA sequencing of the PCR products (Macrogen, South Korea).

**Table 1:** Summary of CRISPR-Cas9 gene edits in *Mtsoc1a*, *Mtsoc1b*, and *Mtsoc1c* alleles segregating in *Mtsoc1-1* and *Mtsoc1-2* triple mutant lines.

*Mtsoc1-1* triple mutant line							
Alleles	g1	g2	g3	g4	g5	g6	g7
	*SOC1a*, ex5, K	*SOC1a*, ex7, C	*SOC1b* & *c*, ex3, K	*SOC1b*, ex7, C	*SOC1*c, ex4, K	*SOC1c*, ex5, K	*SOC1c*, ex7, C
***Mtsoc1a-1***	Δ70 T171-A240	Did not amplify	*	*	*	*	*
***Mtsoc1a-2***	WT	+A A1135_C1136	*	*	*	*	*
***Mtsoc1b-1***	*	*	Δ78 C434-T511, +37 A433_T512	WT	*	*	*
***Mtsoc1b-2***	*	*	WT	WT	*	*	*
***Mtsoc1c-1***	*	*	WT	*	WT	Δ36 G511-A546	Δ38 T1582-T1619
***Mtsoc1c-2***	Unknown structural rearrangement; external c-F1 primer in intron 2 was unable to amplify the gDNA.						
*Mtsoc1-2* triple mutant line							
Alleles	g1	g2	g3	g4	g5	g6	g7
***Mtsoc1a-3***	WT	+G A1134_A1135	*	*	*	*	*
***Mtsoc1a-4***	Δ4 G219-A222	Δ2 A1134-A1135	*	*	*	*	*
***Mtsoc1b-3***	*	*	WT	Δ6 T1668-A1673	*	*	*
***Mtsoc1b-4***	*	*	Δ2 C466-A467/Inv1202 A468-C1669/Δ2 A1670-A1671		*	*	*
***Mtsoc1c-3***	*	*	WT	*	Δ199 T323-G521		Δ4 G1606-C1609
***Mtsoc1c-4***	*	*	Δ3 T163-C165	*	Δ3 A322-G324	Δ6 A518-A523	ΔA1607

The seven guides are indicated as g1–g7. The MtSOC1 gene(s) they target, location by exon (ex) and corresponding encoded MADs transcription factor domains (Keratin-like, K; C-terminal, C) are indicated. The first nucleotides of the F1 primers (**Supplementary Table 1**) are treated as +1. Δ, Deletion; +, Insertion; −, From left to right nucleotide, inclusively; _, Between left nucleotide and right nucleotide; *, Not applicable.

### Plant tissue harvesting and RNA extraction

For RNA-seq of a single *Mtsoc1a* mutant, apex samples were harvested from 15-day old *Mtsoc1a* and WT plants. The upper portion of three primary stems and their shoot apices, from three plants were pooled to make up one biological replicate, with three biological replicates harvested for each genotype. For real time reverse transcription quantitative PCR (RT-qPCR) and RNA-seq on the *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant line *Mtsoc1-2*, shoot apices from non-flowering *Mtsoc1-2* plants and WT plants were harvested. Three primary shoot apices from three *Mtsoc1-2* plants were harvested at 83 days (after phenotyping) and pooled to make up one biological replicate, with three biological replicates harvested. WT shoot apex samples for RT-qPCR comparisons with *Mtsoc1-2* plants were harvested on day 14. Three biological replicates were harvested, each consisting of three primary apices. Shoot apices (apex) (15 mg–100 mg), were harvested from plants grown under VLD conditions at zeitgeber time 4 (4 h after dawn). Tissues were snap-frozen with metal beads and homogenized using a Geno/Grinder (New Jersey, USA) into powder in liquid nitrogen. Total RNA was extracted using an RNeasy Plant Mini Kit (Qiagen, Germany) following the manufacturer’s protocol. The quantity and quality of the RNA were checked using a Bioanalyzer 2100 (Agilent Technologies, USA).

### Gene expression analysis by RT-qPCR

The WT and *Mtsoc1-2* triple mutant apex RNA samples were treated with DNase (TURBO DNA-free Kit; Invitrogen) before being subjected to cDNA synthesis and RT-qPCR, as previously described (Laurie et al., 2011; Zhang et al., 2019). Primer sequences used for RT-qPCR are listed in **Supplementary Table 1**. Relative gene expression was calculated based on the comparative Ct method (Livak and Schmittgen, 2001), with modifications (Bookout and Mangelsdorf, 2003), using the formula 2^−ΔCT^, where ΔCT was obtained by normalizing the gene of interest to the reference gene, *PROTEIN PHOSPHATASE 2A* (PP2A, Medtr6g084690). Statistical significance was calculated using the t-test, assuming unequal variance (p ≤0.05).

### RNA-seq and bioinformatic analysis

Shoot apex RNA samples of the *Mtsoc1a* single mutant and WT were sent to Novogene (Hong Kong) and six strand-specific mRNA libraries with polyA enrichment were prepared and subjected to Illumina NovaSeq 6000, 150 bp paired-end sequencing. Similarly, three strand-specific mRNA libraries with polyA enrichment were prepared from the shoot apex RNA of the non-flowering plants of the *Mtsoc1-2* mutant line. The FASTQ file read quality was evaluated, and the Fastp version (0.21) was used for trimming (Chen et al., 2018). When quality was below the PHRED score of 20, reads were trimmed from the 3’end, and reads <36bp in length were excluded. The remaining reads were mapped against the Mt4.0v2 transcriptome (Young et al., 2011; Tang et al., 2014) using Salmon (v0.8.2) (Patro et al., 2017). The resulting count tables were imported into R (R Core Team, 2018) using the tximport package (v1.12.0) (Soneson et al., 2015). DESeq2 (v1.24.0) (Love et al., 2014) was used for normalization and differential expression analyses. Differentially expressed transcripts were filtered using a cut-off adjusted p-value ≤0.05 and log2 fold-change ≥1 or ≤−1. To identify candidate direct target genes of MtSOC1s, we used Blastx (Altschul et al., 1990) against Arabidopsis SOC1 bound and regulated genes (Immink et al., 2012). All the genes with an e-value <e−100 were selected, and we removed the genes that were not expressed or weakly expressed, which gave a list of 253 transcripts (**Supplementary Table 4**). Raw RNA-seq data were available from GEO (GSE247931).

### Gene ontology enrichment analysis

ShinyGO v0.77 (Ge et al., 2020) was used for gene ontology enrichment analysis of the differentially expressed genes that are significantly over-represented in biological processes, cellular components, and molecular functions. *Medicago* genes (MedtrA17_4.0) and a false discovery rate p-value cut-off 0.05 was used.

## Results

### CRISPR-Cas9 gene editing to generate *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutants

To investigate the combined function of the three *MtSOC1* genes *MtSOC1a*, *MtSOC1b*, and *MtSOC1c* in Medicago development and flowering, we created a CRISPR-Cas9 gene editing vector with seven guides to generate triple mutant plants. These targeted the exons that encode a part of the MADS transcription factor conserved K domain or the variable C domain (**Supplementary Table 1**, **Table 1**) (Lai et al., 2021). Of the seven guides, two (guides 1 and 2) specifically targeted *MtSOC1a*, one (guide 3) targeted both *MtSOC1b* and *MtSOC1c*, one (guide 4) targeted *MtSOC1b* and three (guides 5–7) targeted *MtSOC1c*, (**Supplementary Table 1**, **Table 1**). WT R108 Medicago leaf explants were transformed using *Agrobacterium*-mediated gene transfer, and T0 transgenic plants were regenerated via somatic embryogenesis. The transformants were genotyped to identify plants with *Mtsoc1a*, *Mtsoc1b*, and *Mtsoc1c* mutations. This was followed by further analyses to segregate T1 and T2 progeny generations. Two independent *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant lines were analyzed. These lines were named *Mtsoc1-1* and *Mtsoc1-2*, respectively (**Table 1**).

### The *Mtsoc1* triple mutant lines segregate plants that are non-flowering

The flowering time phenotypes of plants from the two triple mutant lines *Mtsoc1-1* and *Mtsoc1-2* were compared with those of WT plants under VLD. These lines segregated non-flowering plants (**Figures 1A–D**, **2A–C**; **Supplementary Figures 1A, B**; **Supplementary Table 2**). Strikingly, the latter plants did not flower even when grown for 5 months or more, compared to WT plants that flowered much earlier at ~1 month of age. *Mtsoc1-1* T1 plants segregated three plants with a non-flowering phenotype (**Figures 1A, B, D**). The remaining 17 siblings generally showed delayed flowering, ranging from 28 to 42 days, with increased node numbers on the primary axis (**Figures 1A, B**), similar to the *Mtsoc1a Tnt1* single mutant (Jaudal et al., 2018). One plant with the non-flowering phenotype was again observed in a separate sowing of *Mtsoc1-1* T1 plants, and five non-flowering plants were observed out of the 20 plants in the progeny T2 line tested (**Figure 1C**; **Supplementary Figures 1A, B**). Genotyping by PCR and DNA sequencing indicated 100% co-segregation between the non-flowering phenotype and homozygosity of the predicted strong deleterious mutant alleles *Mtsoc1a-1*, *Mtsoc1b-1*, and *Mtsoc1c-1*, with large deletions at one or more guide target sites in each gene (**Table 1**; **Supplementary Figure 1**; **Supplementary Table 2**). Genotyping and segregation analyses also indicated that the specific *Mtsoc1b* and *Mtsoc1c* alleles were inherited together, as predicted for genes adjacent to each other on the same chromosome. Thus, the *Mtsoc1b-1* and *Mtsoc1c-1* alleles were tightly linked, as were *Mtsoc1b-2* (wild-type allele) and *Mtsoc1c-2* (**Table 1**; **Supplementary Table 2**).

**Figure 1:**
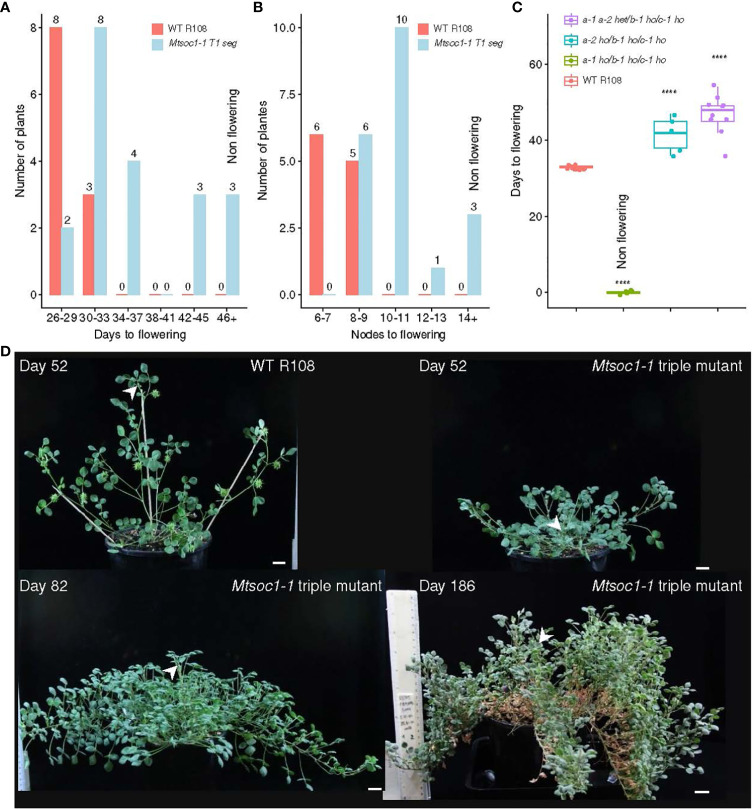
The *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant line *Mtsoc1-1* segregates plants that do not flower. **(A, B)** Distribution graphs in days **(A)** and node numbers on the primary axis **(B)** of the first flower of WT R108 (WT) and *Mtsoc1-1* T1 segregating line (R545) under VLD. The sample sizes are shown above each bar **(C)** Box plots showing the number of days to first flower of the WT and *Mtsoc1-1* T2 segregating lines (R760 and R761) under VLD. The homozygous (ho) and heterozygous (het) genotypes are shown. Statistical significance was determined using the Wilcoxon test (*P*-value with Bonferroni correction: ****P ≤0.0001). **(D)** Photographs of WT and non-flowering *Mtsoc1-1* triple mutants (R656-6, right top and left bottom, and R545-2, right bottom) under VLD. The white stealth arrows indicate the apex of the primary axis. Scale is 2 cm.

**Figure 2:**
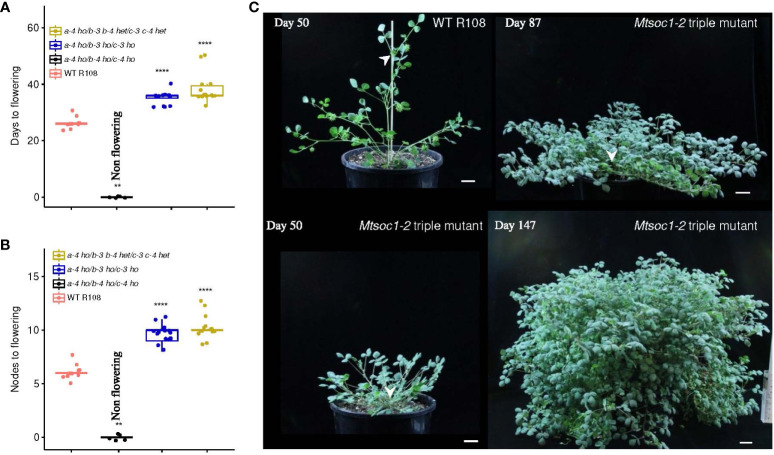
The triple mutant line *Mtsoc1-2* segregates non-flowering plants. **(A, B)** Box plots showing the number of days **(A)** and node number on the primary axis **(B)** to the first flower of the WT and *Mtsoc1-2* T2 segregating line (R647) under VLD. Homozygous (ho) and heterozygous (het) genotypes are shown. Statistical significance was determined using the Wilcoxon test (*P*-value with Bonferroni correction: ****P ≤0.0001). **(C)** Photographs of the WT and non-flowering *Mtsoc1-2* triple mutant (R647-26) taken on days 50, 87, and 147 under VLD. White stealth arrows indicate the apices of the primary axis. Scale is 2 cm.

In the second triple mutant line, *Mtsoc1-2*, five non-flowering T2 plants were observed in a total of 35 plants grown (**Figures 2A-C**; **Supplementary Table 2**). Genotyping indicated that the non-flowering plants were homozygous for the predicted strongly deleterious mutant alleles *Mtsoc1a-4*, *Mtsoc1b-4*, and *Mtsoc1c-4*, with deletions at multiple guide targets and a large inversion in the case of *Mtsoc1b-4* (**Table 1**). There was 100% co-segregation between the presence of homozygous *Mtsoc1a-4*, *Mtsoc1b-4*, *and Mtsoc1c-4* alleles and the non-flowering phenotype (**Figures 2A-C**; **Supplementary Table 2**).

### Non-flowering triple mutants remain vegetative with a bushy aerial architecture and a short primary axis

We also scored the aerial architectural phenotype of plants at different ages segregated in the two triple mutant lines (*Mtsoc1-1*, **Figures 3A-F**; **Supplementary Figures 1C–F**; *Mtsoc1-2*, **Figures 3G-L**; **Supplementary Figures 2A–D**). The non-flowering plants had a strikingly short primary axis compared with the WT plants in the VLD (**Figures 1D**, **2C**, **3A, E, G, K**; **Supplementary Figure 1C**, **2A**). These plants were homozygous for *Mtsoc1a-1 Mtsoc1b-1 Mtsoc1c-1* alleles in the *Mtsoc1-1* line or *Mtsoc1a-4 Mtsoc1b-4 Mtsoc1c-4* in the *Mtsoc1-2* line. However, the number of nodes on the primary axis was similar to or greater than that of the WT in these plants (**Figures 3B, E, I, K**; **Supplementary Figures 1E**, **2C**). This indicates that the reduced height of these mutants was not due to slower plant development, as measured by the production of nodes. In contrast, the length of the longest secondary axis was generally similar between the WT and triple mutants (**Figures 3C, F, H, L**; **Supplementary Figure 1D**), except in one experiment (**Supplementary Figure 2B**). However, there was a significantly increase in the node number on the longest secondary axis in the mutant plants at all time points compared to the WT (**Figures 3D, F, J, L**; **Supplementary Figures 1F**, **2D**). This indicated a change in the aerial architecture of the mutant plants, with increased node density relative to the WT on the secondary axes.

**Figure 3:**
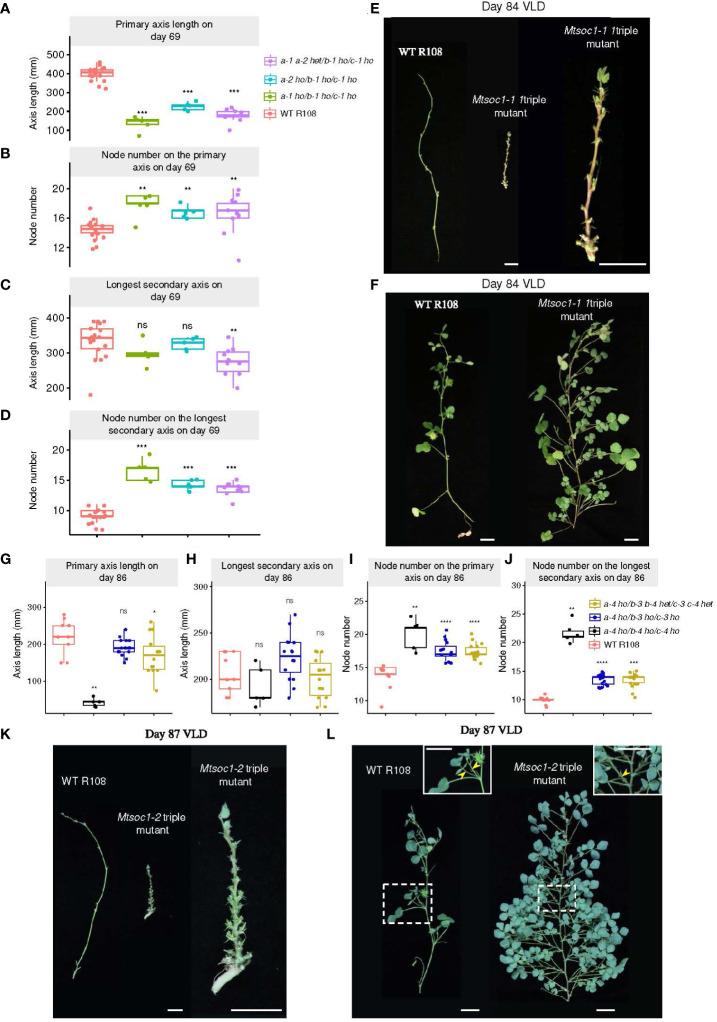
Aerial architecture of plants segregating in triple mutant lines *Mtsoc1-1* and *Mtsoc1-2.* **(A–D)** Aerial architecture of the WT and *Mtsoc1-1* T2 lines (R760 and R761) under VLD, shown as boxplots of primary axis length for each plant **(A)**, Boxplots of number on the primary axis for each plant **(B)**, Boxplots of the longest secondary axis length for each plant **(C)**, Boxplots of the node number on the longest secondary axis for each plant **(D)**. Homozygous (ho) and heterozygous (het) genotypes are shown. **(E)** Left: Photographs of primary axes on day 84 under VLD of the WT and non-flowering *Mtsoc1-1* triple mutant (R760-11), with leaves and branches removed. Right: Close-up view of the *Mtsoc1-1* triple mutant primary axis on day 84 under VLD. **(F)** Photographs of the longest secondary axes on day 84 under VLD of the WT (left) and *Mtsoc1-1* triple mutant (R760-11, right). **(G–J)** Aerial architecture of the WT and *Mtsoc1-2* T2 segregating line (R647) under VLD, shown as a boxplot of the primary axis length for each plant **(G)**, boxplot of the longest secondary axis length for each plant **(H)**, boxplot of the node number on the primary axis for each plant **(I)**, and boxplot of the node number on the longest secondary axis for each plant **(J)**. **(K)** Left: Photographs of primary axes on day 87 under VLD of the WT and non-flowering *Mtsoc1-2* triple mutant (R647-18), with leaves and branches removed. Right: Close-up view of the *Mtsoc1-2* triple mutant primary axis on day 87 under VLD. **(L)** Photographs of the longest secondary axes on day 87 under VLD of the WT (left) and *Mtsoc1-2* triple mutant (R647-18, right). Photographs on the top right are close-ups of the regions in dashed rectangles. Yellow stealth arrows indicate the lateral structures. Scale is 2 cm. Statistical significance was determined using a Wilcoxon test (*P*-value with Bonferroni correction: *P ≤0.05, **P ≤0.01, ***P ≤0.001, ****P ≤0.0001). ns, not significant.

The non-flowering *Mtsoc1* triple mutant plants exhibited a bushy phenotype correlated with increased growth of the lateral branch in the leaf axils and increased node density, as noted above, compared with the WT (**Figures 1D**, **2C**, **3F, L**). However, these triple mutants produced only one lateral structure in the leaf axils (**Figure 3L**), which is consistent with the remaining vegetative (Cheng et al., 2021). This contrasts with reproductive WT plants, which produce two structures: a lateral branch and a compound flower in the leaf axils (**Figure 3L**) (Cheng et al., 2021).

### Gene expression analyses indicate that the *Mtsoc1* triple mutants remain vegetative

To investigate the molecular basis of the *Mtsoc1* triple mutant phenotypes, we first compared shoot apex gene expression in non-flowering triple mutants with the *Mtsoc1a* single mutant and WT by RNA-seq. 

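The shoot apex samples fell into 3 groups of 3 libraries each: WT plants of ecotype R108, *Mtsoc1a* plants carrying a *Tnt1* retrotransposon insertion, and non-flowering *Mtsoc1-2* triple mutants. Each library was made from the pooled apices of 3 plants, grown after 3 weeks of vernalization in 16 h light at 22 °C and collected 4 h after dawn. The sample labels name the triple mutant line *Mtsoc1-4*, and its libraries were mapped here to the *Mtsoc1-2* line of the text. The authors prepared strand-specific libraries with polyA enrichment, sequenced them as 150 bp paired-end reads, trimmed the reads with fastp, and estimated counts per transcript with Salmon 0.8.2 against the Mt4.0v2 transcriptome. Estimated counts per library came to 31302332 to 37266298 (median 33720743) for WT, 30574845 to 33419788 (median 30802236) for *Mtsoc1a* and 13224488 to 15891830 (median 15431236) for the triple mutant. The deposited estimated counts were rounded to whole numbers, scaled by TMM and compared with edgeR's quasi-likelihood test in one fit over the 9 apex libraries. Of 57124 transcripts, 25935 passed the filter on low counts and were tested. A transcript was called changed at a Benjamini-Hochberg adjusted p of 0.05 or less and a change of at least 2-fold, the thresholds given in the Methods. Levels are given as TMM-normalized CPM with the SD over 3 libraries. Reads that fit several isoforms or close paralogs were divided between them by Salmon, so levels of such transcripts are uncertain. In counts simulated at these depths, 60 of 100 transcripts with a 4-fold change were recovered for the triple mutant and 65 of 100 for *Mtsoc1a*. The changed transcripts were drawn from those well above the filter's minimum count in WT, with no division of reads between isoforms. These shares do not hold for transcripts of lower counts or with reads so divided. The paper describes the preparation of the triple mutant libraries apart from that of the others. These libraries came from older plants, so genotype, age and any difference in library preparation cannot be told apart in comparisons with WT or *Mtsoc1a*.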

Shoot apical samples were taken from 15-day old *Mtsoc1a* and WT plants and from 83-day-old non-flowering *Mtsoc1-2* triple mutants. 

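*MtSOC1a*, the A-group MADS-box paralog disrupted by the insertion, was near the limit of detection in *Mtsoc1a* apices. Its transcript Medtr7g075870.1 had 26, 0 and 29 counts in the *Mtsoc1a* libraries, 393, 536 and 348 in WT and 230, 238 and 294 in the triple mutant. Transcript Medtr7g075870.2 had 21, 22 and 0 counts in *Mtsoc1a*, 305, 329 and 234 in WT and 183, 170 and 160 in the triple mutant. *MtSOC1b* (Medtr8g033250.1) had 14, 18 and 30 counts in *Mtsoc1a*, 169, 69 and 144 in WT and 40, 31 and 40 in the triple mutant. *MtSOC1c* (Medtr8g033220.1) was at 2.44 ± 1.51 CPM in *Mtsoc1a* (SD, n = 3), with 312, 138 and 120 counts in WT and 232, 278 and 295 in the triple mutant. Its transcript Medtr8g033220.2 had 89, 0 and 0 counts in *Mtsoc1a*, 12, 27 and 105 in WT and 335, 177 and 223 in the triple mutant. The triple mutant libraries were less deep than those of WT. With both transcripts summed, *MtSOC1c* had a log2 fold change of 2.41 in the triple mutant (adjusted p = 1.14e-05 from edgeR). Between *Mtsoc1a* and WT, the log2 fold changes of the *MtSOC1a* transcripts were -4.45 (SE 0.82, adjusted p = 0.186) and -4.24 (SE 0.84, adjusted p = 0.218). With the counts of both transcripts summed, *MtSOC1a* passed the test in *Mtsoc1a* at -4.36 (SE 0.22, adjusted p = 1.84e-06, and 7.64e-70 by DESeq2 on the same sum), where Salmon had given each isoform 0 counts in one library. Each transcript also passed without the *Mtsoc1a* library at 0: Medtr7g075870.1 without replicate 2 (-3.88, adjusted p = 0.00862; 1.4e-08 to 0.445 over its own alternatives) and Medtr7g075870.2 without replicate 3 (-3.67, adjusted p = 0.00315; 9.32e-09 to 0.463 over its own alternatives). *MtSOC1b* had a log2 fold change of -2.51 (SE 0.44, adjusted p = 0.134) in *Mtsoc1a*, and passed by DESeq2 (adjusted p = 6.5e-05) and with counts summed to genes by edgeR (adjusted p = 0.0246) and DESeq2 (adjusted p = 4.67e-06; 4.67e-06 to 0.448 over its alternatives). In the triple mutant *MtSOC1a* was at 18.0 ± 2.16 CPM (SD, n = 3) for the first transcript, against 12.4 ± 2.94 (SD, n = 3) in WT (adjusted p = 0.655). With both transcripts summed, its log2 fold change there was 0.54 (adjusted p = 0.0445 from edgeR, and 0.0237 by DESeq2), short of the fold threshold. *MtSOC1b* had a log2 fold change of -0.50 (SE 0.41, adjusted p = 0.473) in the triple mutant. The guides targeted coding exons, and the *MtSOC1b* allele of the triple mutant carries a large inversion between guide sites. Counts per transcript do not resolve the edited sequence, so the RNA level does not check the label of these libraries.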

We obtained 129 and 447 upregulated genes and 46 and 1,258 downregulated genes in the single and triple mutants, respectively (**Figure 4A**, **Supplementary Table 3**). 

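In the triple mutant apex 415 transcripts were higher and 1252 were lower than in WT, while in *Mtsoc1a* apices 2 were higher and 2 were lower. At the adjusted p alone, with no fold threshold, 1947 were higher and 2244 lower in the triple mutant. Medtr2g081590.1 reached 1063 ± 65.5 CPM (SD, n = 3) in the triple mutant and 205 ± 10.4 (SD, n = 3) in WT, a log2 fold change of 2.38 (SE 0.08, adjusted p = 9.47e-06 from edgeR). Medtr4g070080.1 lay at 12.7 ± 1.41 (SD, n = 3) against 258 ± 67.1 (SD, n = 3), with a log2 fold change of -4.35 (SE 0.20, adjusted p = 4.15e-05), and its locus, with the counts of both transcripts summed, had one of -1.52 (adjusted p = 0.000135). Medtr7g070050.1 was also lower, at 1.07 ± 0.264 (SD, n = 3) against 15.2 ± 2.55 (SD, n = 3). Without triple mutant replicate 2, triple mutant replicate 3 or WT replicate 2, the triple mutant count was 1104, 992 and 1093. In *Mtsoc1a*, 2615 transcripts had an unadjusted p under 0.05, DESeq2 called 149 higher and 204 lower, and edgeR on counts summed to genes called 35 higher and 16 lower.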

Consistent with their dramatically different mutant phenotypes (Jaudal et al., 2018), only a few genes (14) were affected in the same way in the two genotypes (13 upregulated and 1 downregulated). 

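No transcript was lower in both mutants (14 by DESeq2 and 2 by edgeR on counts summed to genes). The test of *Mtsoc1a* against WT gave 2615 transcripts an unadjusted p under 0.05, whatever their change in the triple mutant. A single transcript, Medtr0245s0010.1, was higher in both (25 by DESeq2 and 2 by edgeR on counts summed to genes). It had 546, 471 and 592 counts in *Mtsoc1a* and 0 in the 3 WT libraries, at least 570-fold higher against a floor of 3 counts over the WT group (adjusted p = 0.000385 from edgeR). The other 3 transcripts called in *Mtsoc1a* behaved differently in the triple mutant. Medtr6g034905.1 was higher in *Mtsoc1a*, at 56.2 ± 23.4 CPM (SD, n = 3) against 1.47 ± 0.573 (SD, n = 3) in WT, and lower in the triple mutant, with 2 counts against 156, a ratio of 31.9 (95% counting interval 8.69 to 266; adjusted p = 0.0118). Medtr7g069980.1 was lower in *Mtsoc1a*, at -1.65 (SE 0.16, adjusted p = 0.0264), and higher in the triple mutant, at 3.61 (SE 0.16, adjusted p = 4.15e-05). Medtr7g111760.2 had 0 counts in *Mtsoc1a* and 105, 173 and 255 in WT, at least 167-fold lower, and a log2 fold change of 0.41 (SE 0.39, adjusted p = 0.545) in the triple mutant. With counts summed to genes, the loci of Medtr0245s0010.1 and Medtr7g111760.2 had log2 fold changes of 0.25 and -0.05 in *Mtsoc1a*, with adjusted p of 0.476 and 0.893 (0.487 and 0.951 by DESeq2 on the same sums; 3.14e-18 to 0.172 and 9.45e-12 to 0.41 over the alternatives of each transcript). Leaving out a library ended the *Mtsoc1a* calls of Medtr6g034905.1 (WT replicate 1 or 2, adjusted p = 0.0653 and 0.0709) and of Medtr7g069980.1 (*Mtsoc1a* replicate 1, WT replicate 1 or WT replicate 3, adjusted p = 0.0613, 0.0806 and 0.0638), and without triple mutant replicate 3 the triple mutant call of Medtr6g034905.1 ended (adjusted p = 0.0549; 9.39e-05 to 0.126 over its alternatives). Lists of these sizes drawn independently would share 0.032 higher and 0.0965 lower transcripts. Across the 25935 transcripts the log2 fold changes of both mutants against the same WT libraries had a correlation of 0.09 and a covariance of 0.141. In 20 simulations of unchanged groups against those libraries the means were 0.484 and 0.281. Sharing WT libraries sets the simulated values, and real changes in only one mutant lower the correlation. The simulation held no such changes, so it cannot tell how alike the mutants respond. A direct comparison of the mutants found 789 transcripts higher and 1755 lower in the triple mutant than in *Mtsoc1a*, and 2968 higher and 2985 lower with no fold threshold.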

We then made a Gene ontology enrichment analysis for the genes up- and down in the two different mutants. 

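Of the 24 transcripts in the photosynthesis term of Supplementary Table 3, 18 were higher in the triple mutant than in WT and none was lower, with a median log2 fold change of 3.05; the term was chosen on these samples, so its direction is not independent evidence. In *Mtsoc1a* edgeR called 0 of the 24, 3 had an unadjusted p under 0.05, DESeq2 called 0, and their median was -0.09. Medtr7g016660.1 had a log2 fold change of 2.44 (SE 0.26, adjusted p = 0.00143) and Medtr3g035600.1 of 4.67 (SE 0.46, adjusted p = 0.00172). All 11 transcripts of protein-chromophore linkage and 7 of 12 of cellular respiration were higher. Leaves of *Mtsoc1a* plants of the same series were compared with their apices, and 22 of the 24 photosynthesis transcripts were higher in leaf. Of 500 leaf-higher transcripts taken from that comparison, 19 were higher and 11 lower in the triple mutant apex (21 and 11 adjusted over the list alone), with a median of 0.36 (camera adjusted p = 1.9e-19 with a preset correlation and adjusted p = 0.182 with an estimated correlation). Among the terms of downregulated genes, likewise chosen on these samples, 20 of 22 transcripts for the response to oxidative stress were lower, with a median of -1.94. For hormones, 11 of 13 transcripts of the response to abscisic acid were lower (median -2.82). Lower transcripts also made up 5 of 6 for chitin catabolism, a class of defence enzymes, 7 of 9 for flavonoid biosynthesis, 4 of 4 for nitrate assimilation and 13 of 13 for xyloglucan metabolism, which remodels the cell wall. Terms whose members are not all listed in the copy of the table used here were not counted.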

We observed that the upregulated genes in the triple mutant were enriched for pathways related to photosynthesis, which is consistent with the vegetative phenotype (Zhang et al., 2021a), and genes that were downregulated were involved in biotic and abiotic stress and hormone-related genes (**Supplementary Table 3**).

**Figure 4:**
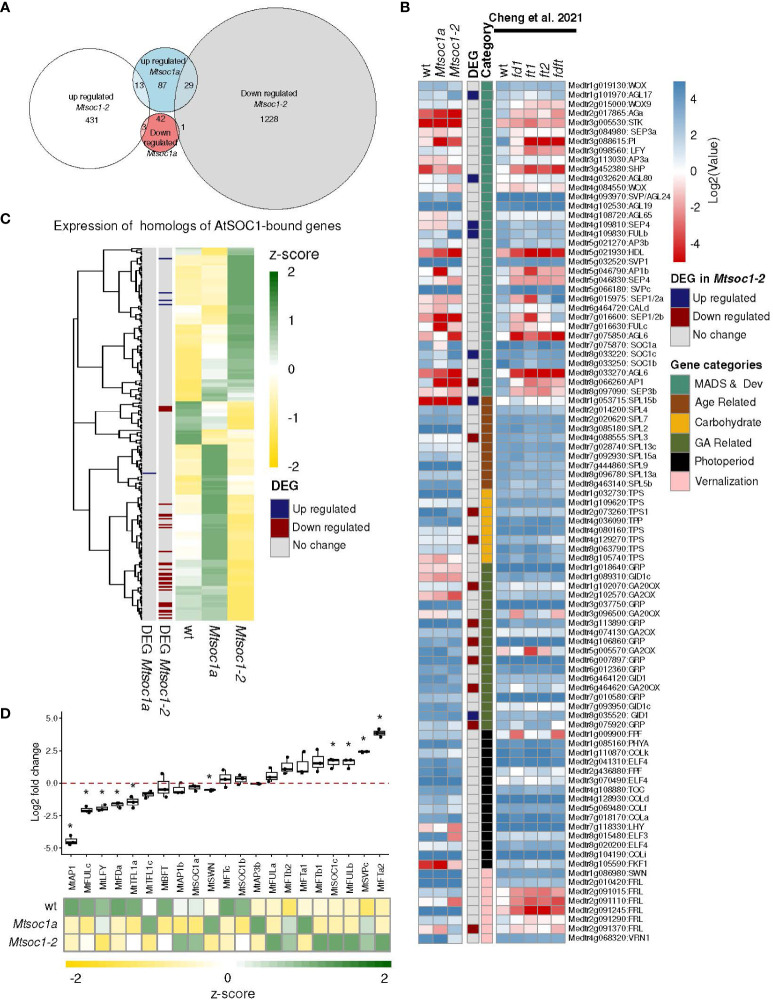
Gene expression in the non-flowering *Mtsoc1-2* triple mutants was consistent with their vegetative phenotypes. **(A)** Euler diagrams showing the number of upregulated and downregulated genes (two-fold change) in the shoot apex of the *Mtsoc1-2* triple mutant (83 days old) and the *Mtsoc1a Tnt1* single mutant (15 days old) compared to WT (15 days old) (*P*_adj_ *<*0.05). **(B)** Expression of Medicago homologs of Arabidopsis genes bound and regulated by AtSOC1 in ChIP-seq from Immink et al. (2012), shown as z-scores extracted from the TPM values. **(C)** Heat map of *Mtsoc1-2* triple mutant (83 days old) and the *Mtsoc1a Tnt1* single mutant (15 days old) and vegetative WT (15 days old) (left, heatmap log2(TPM) is shown), and mutants *Mtfda* (30 days old), *Mtfta1* (30 days old, ft1, 63 days old, ft2), *MtfdaMttfta1* (63 days old), and flowering WT (30 days old) from Cheng et al. (2021) (right part of the heatmap (log2(FKPM) is shown). The 93 genes shown are a list extracted from Cheng et al. (2021) of the selected candidate flowering genes. The DEG in *Mtsoc1-2* genes were upregulated or downregulated with a fold change of 2 and padj ≤0.05. **(D)** Upper panel: RT-qPCR analysis of candidate flowering genes at the apex of the *Mtsoc1-2* triple mutant and WT. Graph showing the relative expression of candidate flowering genes in the apex samples of the *Mtsoc1-2* triple mutant (day 83) and the WT (day 14) under VLD. Relative gene expression was calculated using the formula 2^−ΔCT^, where ΔCT was obtained by normalizing the gene of interest to the reference gene, *MtPP2A*, and presenting the log2 fold change in the mutant relative to WT. the box plot shows three biological replicates. Asterisks indicate significant differences between the mutant and WT strains using the t-test, assuming unequal variance (p ≤0.05). Lower panel: Expression shown as z-scores extracted from the TPM values from RNA-seq.

Then, to compare the regulation by Arabidopsis SOC1, we asked if the expression of homologs of genes that were bound and regulated by SOC1 was also altered in the Medicago mutants in RNA-seq (**Figure 4B**). We used Blastx to identify the Medicago homologs of a list of AtSOC1-bound and regulated genes identified by Immink et al. (2012) (**Supplementary Table 4**). 

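Of 241 homolog transcripts tested, 26 were lower and 3 were higher in the triple mutant than in WT (29 and 5 adjusted over the list alone), 12% against 6.43% of all transcripts tested. The paper had removed homologs with weak or no expression from its list, and these shares were not compared at matched expression. The called homologs matched 10 of the 29 Arabidopsis genes in the table. Most homologs belong to a few large kinase and protease families: AT4G08850, a leucine-rich repeat receptor kinase, had 78 homologs tested with 10 lower and 1 higher, and CIPK12, a calcium-signalling kinase, had 28 with 2 lower and 1 higher. Medtr5g024450.1, a homolog of AT4G08850, had a log2 fold change of -2.15 (SE 0.17, adjusted p = 0.000695 from edgeR) and Medtr2g070020.1, another, of -3.14 (SE 0.38, adjusted p = 0.00241). Medtr5g066730.1, the homolog of AT2G30600, fell from 604 ± 205 to 82.7 ± 18.6 CPM (SD, n = 3 each; adjusted p = 0.00172). With the adjusted p alone and no fold threshold, 49 homologs passed, 20.3% of those tested (33 lower and 16 higher), and 147 of the 241 had a log2 fold change below 0, with a median of -0.15. In *Mtsoc1a* edgeR called 0 homologs, 31 had an unadjusted p under 0.05, and DESeq2 called 1. The triple mutant count fell to 15 without triple mutant replicate 2, triple mutant replicate 3 or WT replicate 2, and to 19 without WT replicate 1.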

Strikingly, this indicated that over half of the homologs of the AtSOC1-bound and -regulated genes had altered expression in the non-flowering *Mtsoc1-2* triple mutants (**Figure 4B**). These included two AP2/B3 domain candidate flowering repressors, *MtTEMPRANILLO (MtTEM)1* and *MtTEM2*, which were both significantly downregulated in the triple mutant (**Supplementary Table 4**).

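*MtTEM1* (Medtr1g093600.1) was at 9.65 ± 4.89 CPM in the triple mutant and 67.6 ± 27.2 in WT (SD, n = 3 each), a log2 fold change of -2.80 (SE 0.44, adjusted p = 0.00712 from edgeR). *MtTEM2* (Medtr5g053920.1) was at 5.95 ± 2.32 against 17.3 ± 4.95 (SD, n = 3 each), with a log2 fold change of -1.53 (SE 0.31, adjusted p = 0.0136). Every triple mutant library was below every WT library for both genes. *MtTEM1* passed the test under all 19 alternatives run. *MtTEM2* missed it with a block for replicate number, at -1.52 (adjusted p = 0.0513), and without triple mutant replicate 3, at -1.50 (adjusted p = 0.0602; 3.93e-07 to 0.0602 over its alternatives).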

Next, we analyzed the expression of a list of candidate Medicago flowering genes identified by Cheng et al. (2021). 

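Of the 93 listed genes, 83 had a transcript tested, and 14 of them were lower and 5 higher in the triple mutant than in WT (15 and 7 adjusted over the list alone). In the age category, 2 of 12 transcripts were lower: *SPL9* (Medtr7g444860.1), which promotes the adult phase in Arabidopsis, at 11.3 ± 1.07 against 25.9 ± 2.57 CPM (SD, n = 3 each; adjusted p = 0.00179 from edgeR), and *SPL3* (Medtr4g088555.1), with a log2 fold change of -1.30 (SE 0.25, adjusted p = 0.0104). The gibberellin category held 6 lower and 1 higher of 17 transcripts (7 and 1 adjusted over the list alone). *GRP* transcripts made up 4 of these: Medtr8g075920.1 at 0.284 ± 0.0256 against 2.33 ± 0.196 (SD, n = 3 each), Medtr6g007897.1 at -1.23 on the log2 scale, Medtr4g106860.1 at -1.83 and Medtr3g113890.1, with 1 count against 250, a ratio of 102 (95% counting interval 18.2 to 4060). *GA20OX* (Medtr1g102070.1), a gibberellin biosynthesis enzyme, fell by 1.72 on the log2 scale (SE 0.31, adjusted p = 0.00815), and *GA2OX* (Medtr2g102570.1), an enzyme that inactivates gibberellin, by 1.06 (SE 0.25, adjusted p = 0.0231). The *GA2OX* call ended without any library but WT replicate 3 (adjusted p = 0.0527 to 0.0879; 0.00149 to 0.241 over its alternatives). The higher transcript was *GID1* (Medtr8g035520.1), a gibberellin receptor, at 2.83 (SE 0.56, adjusted p = 0.0119), named after its value was seen. In the carbohydrate category 2 of 10 were lower, *TPS1* (Medtr2g073260.1), a trehalose phosphate synthase, at -1.10 (SE 0.16, adjusted p = 0.00414) and *TPS* (Medtr4g129270.1) at -1.64 (SE 0.46, adjusted p = 0.0497). Of 14 photoperiod transcripts the clock gene *ELF4* (Medtr8g020200.1) was lower, at -1.15 (adjusted p = 0.0495), and of 11 vernalization transcripts *FRL* (Medtr2g091370.1) was lower, at -2.31 (adjusted p = 0.0493). Tested as sets, the carbohydrate and gibberellin categories were lower (camera adjusted p = 0.0129 and 0.0238 with a preset correlation), and neither call held with an estimated correlation (adjusted p = 0.356 and 0.182). With a preset correlation the carbohydrate call ended without WT replicate 2 (adjusted p = 0.0526), and the gibberellin call without triple mutant replicate 2 and with counts summed to genes (adjusted p = 0.0573 and 0.0515). Without any single one of the 6 libraries compared, 11 or 12 genes of the 93 were called, and *TPS*, *ELF4* and, except without triple mutant replicate 1, *FRL* were no longer among them (adjusted p = 0.0559 to 0.159). In *Mtsoc1a* edgeR called 0 of the list, 20 transcripts had an unadjusted p under 0.05, DESeq2 called 7 lower, and 7 were lower and 1 higher adjusted over the list alone.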

In **Figure 4C**, the triple mutant shoot apex (83 days old) was compared with 15-day old *Mtsoc1a* and WT plants, with no visible floral buds (**Supplementary Table 5**). Data from Cheng et al. (2021) on *Mtfta1 Mtfda* double and single mutants and a flowering WT are also shown. Consistent with the vegetative phenotype, MADS genes, including the inflorescence meristem identity gene *MtAP1* and the B class floral organ identity gene *MtPISTILLATA* (*PI*), were downregulated in the *Mtsoc1* triple and *Mtfta1 Mtfda* mutants. 

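*MtAP1* (Medtr8g066260.1), which gives the floral meristem its identity, was nearly absent from triple mutant apices, with 1, 0 and 0 counts against 133, 17 and 140 in WT. This is a ratio of 119 (95% counting interval 21.1 to 4700; adjusted p = 0.0204 from edgeR). It had 0 counts in all 3 *Mtsoc1a* apices as well, at least 91-fold lower than in WT against a floor of 3 counts over the group (adjusted p = 0.167; 3.42e-07 to 0.508 over its alternatives). *PI* (Medtr3g088615.1), a B class gene, had 2, 0 and 0 counts in the triple mutant and 31, 0 and 6 in WT, too few for the test, a ratio of 7.57 (95% counting interval 1.95 to 64.9). Without WT replicate 1 the ratio was 1.94 (95% counting interval 0.347 to 19.7). Of the 31 transcripts tested in the MADS category of the table, which also holds *MtLFY*, *HDL* and *WOX* genes, 4 were higher and 2 lower in the triple mutant (5 and 2 adjusted over the list alone). *AGL17* (Medtr1g101970.1) was higher at 7.59 ± 2.05 against 2.10 ± 0.921 CPM (SD, n = 3 each; adjusted p = 0.0228) and *AGL80* (Medtr4g032620.1) had a log2 fold change of 1.81 (SE 0.47, adjusted p = 0.0331). As a set the transcripts of this category had a median of 0.26 in the triple mutant (camera adjusted p = 0.236) and of -0.50 in *Mtsoc1a* (adjusted p = 0.000169, and adjusted p = 0.0471 with an estimated correlation), where edgeR called 0, 11 had an unadjusted p under 0.05 and DESeq2 called 7 lower (8 lower and 1 higher adjusted over the list alone). The set includes the disrupted *MtSOC1a*, and its *Mtsoc1a* call with an estimated correlation ended without any library but WT replicate 2 (adjusted p = 0.0719 to 0.135), with no filter (adjusted p = 0.0637) and with a block for replicate number (adjusted p = 0.0756). The *MtAP1* call in the triple mutant ended without triple mutant replicate 1, 2 or 3 or WT replicate 1 or 3 (adjusted p = 0.0583 to 0.0789), that of *AGL17* without any library but WT replicate 3 (adjusted p = 0.0532 to 0.0774) and that of *AGL80* without any but WT replicate 2 (adjusted p = 0.0585 to 0.111).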

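*MtLFY* (Medtr3g098560.1), a regulator of floral meristem identity, was at 2.12 ± 0.847 CPM in the triple mutant and 4.53 ± 0.808 in WT (SD, n = 3 each), a log2 fold change of -1.10 (SE 0.32, adjusted p = 0.0472 from edgeR). *MtFULc* (Medtr7g016630.1) was at 0.407 ± 0.235 against 1.16 ± 0.505 (SD, n = 3 each), with a log2 fold change of -1.50 (SE 0.80, adjusted p = 0.261), and did not pass the test. In *Mtsoc1a* apices *MtFULc* had no counts in any library, at least 37.3-fold lower than in WT against a floor of 3 counts over the group (adjusted p = 0.134; 1.85e-05 to 0.453 over its alternatives). *HDL* (Medtr5g021930.1), a *WUSCHEL* homolog, had 4, 14 and 7 counts in WT and 0 in the 3 triple mutant libraries, at least 3.41-fold lower (at least 2.24-fold without WT replicate 2), and was too low to be tested. *WOX* (Medtr1g019130.1) of the same family had a log2 fold change of -0.90 (SE 0.20, adjusted p = 0.0194), short of the fold threshold, and passed both without triple mutant replicate 3 (-1.08, adjusted p = 0.0246; 0.00292 to 0.113 over its alternatives). The *MtLFY* call ended without triple mutant replicate 1 or 3 and without WT replicate 1, 2 or 3, where its log2 fold change was -1.20 to -0.88 with adjusted p of 0.0768 to 0.14. Over its 19 alternatives the adjusted p was 0.0064 to 0.164.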

Inflorescence identity genes *MtLEAFY* (*LFY*) and *MtFULc* (Cheng et al., 2018) were reduced compared to WT, as were other developmentally important genes required for flowering, such as the *WUSCHEL* homolog *HEADLESS* (*HDL*) (Meng et al., 2018).

Finally, we measured the expression of 21 candidate flowering regulator genes in *Mtsoc1-2* triple mutants (83 days old) and WT shoot apices (14 days old) RT-qPCR (**Figure 4D**, **Supplementary Table 5**). We found that 10 genes were significantly differentially expressed (six upregulated and four downregulated) in the triple mutant compared to the WT in RT-qPCR. These included four key genes that function in the development of the Medicago compound inflorescence; *MtTFL1a* is involved in conferring primary inflorescence (I1) identity, *MtFULc* in secondary inflorescence (I2) identity, *MtAP1* in floral meristem identity, and *MtLFY* is a common primordia determination that gives rise to petals, stamens, and carpels (Benlloch et al., 2015; Cheng et al., 2018). All four genes showed elevated expression levels during the transition to flowering in Medicago (Cheng et al., 2018). Consistent with the vegetative phenotype, *MtAP1*, *MtFULc*, *MtLFY*, and *MtTFL1a* levels were lower in the triple mutant than in the WT. The flowering time and I2 inflorescence meristem identity gene, *MtFDa*, were also downregulated. Four genes, including the likely flowering repressor *MtSVPc* and candidate *FT-like* flowering repressor *MtFTa2* (Jaudal et al., 2022), were upregulated in the triple mutant. 

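In RNA-seq, 19 of the 21 RT-qPCR genes had a transcript tested; 1 gene was higher and 2 were lower in the triple mutant than in WT (2 and 3 transcripts adjusted over the list alone). *MtSVPc* (Medtr5g066180.1), of the *SVP* family of flowering repressors, was at 45.5 ± 3.73 CPM in the triple mutant against 26.4 ± 2.92 in WT (SD, n = 3 each). Its log2 fold change of 0.79 (SE 0.15, adjusted p = 0.00937 from edgeR) passed the adjusted p and not the fold threshold. In *Mtsoc1a* *MtSVPc* was at 40.2 ± 7.32 (SD, n = 3; adjusted p = 0.275). *MtFTa2* (Medtr7g085020.1) was at 1.82 ± 0.542 against 0.246 ± 0.273 (SD, n = 3 each), with a log2 fold change of 2.87 (SE 0.97, adjusted p = 0.0795), and it passed the test without WT replicate 2 and with counts summed to genes (adjusted p = 0.0415 and 0.0261; 0.00371 to 0.208 over its alternatives). *MtFTa1* (Medtr7g084970.1), a florigen gene, had a log2 fold change of -0.30 (SE 0.80, adjusted p = 0.848), which turned positive without triple mutant replicate 2 or WT replicate 2 (0.08 and 0.43). *MtTFL1a* (Medtr7g104460.1) had 1, 0 and 1 counts in the triple mutant and 2, 1 and 5 in WT, too few to tell whether the groups differ (ratio 1.64, 95% counting interval 0.327 to 15.8, and 0.882 without WT replicate 3). *MtTFL1c* (Medtr1g060190.1) had a log2 fold change of -0.89 (SE 0.46, adjusted p = 0.236). The 24 transcripts of the list had a median of 0.08 in the triple mutant (camera adjusted p = 0.236) and of -0.75 in *Mtsoc1a* (adjusted p = 0.000169, and adjusted p = 0.0471 with an estimated correlation). The list includes the disrupted *MtSOC1a*, and this call with an estimated correlation ended without any single one of the 6 libraries compared (adjusted p = 0.0719 to 0.135) and with a block for replicate number (adjusted p = 0.153). The paper counts lower RT-qPCR levels of *MtAP1*, *MtTFL1a*, *MtLFY* and *MtFULc* among its grounds for proposing that the triple mutants stayed vegetative.

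**Figure D1:**
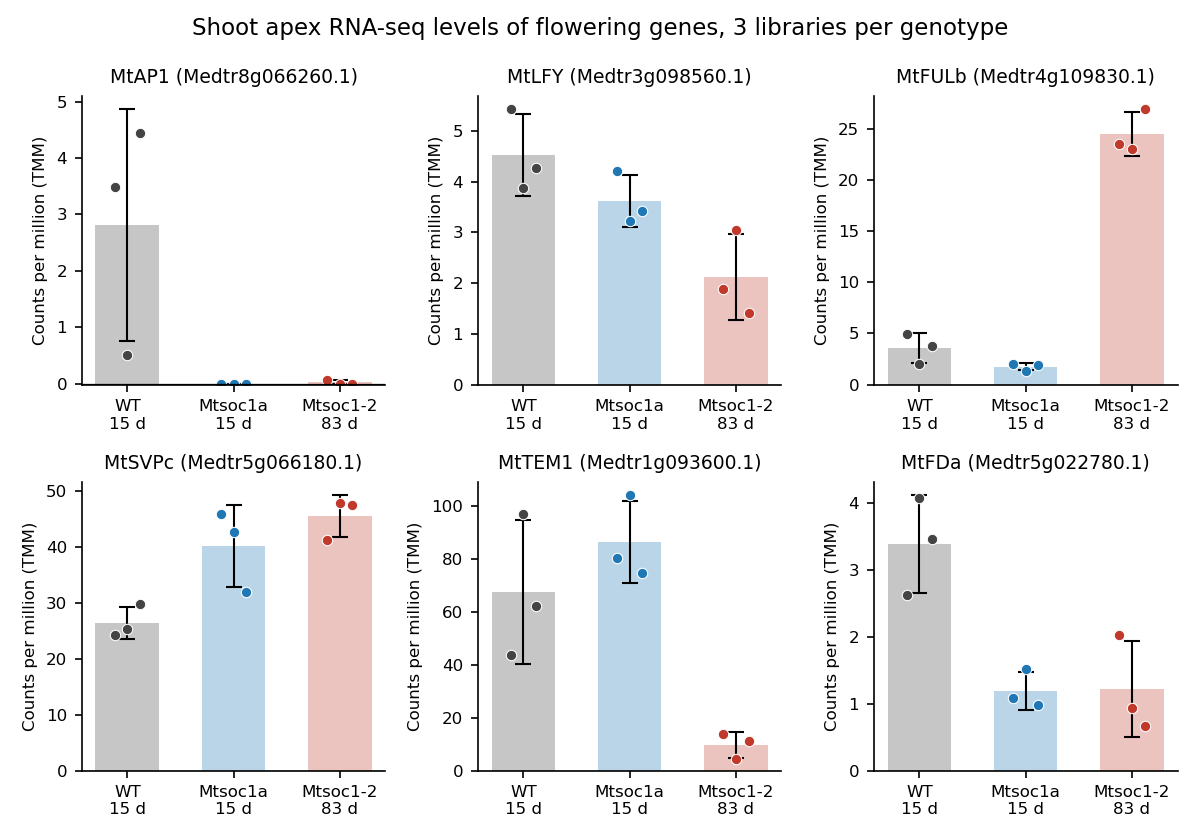
TMM-normalized CPM of 6 genes in shoot apices of 15-day-old WT, 15-day-old *Mtsoc1a* and 83-day-old *Mtsoc1-2* plants, on a linear axis for each gene. Points are libraries, bars are means of 3 libraries and error bars are SDs. *MtFULb* is near 24.4 in the triple mutant and 3.56 in WT, and *MtAP1* is at 0 in all *Mtsoc1a* libraries.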

RNA-seq analysis of the triple *Mtsoc1* mutant yielded similar results.

## Discussion

### Analysis of *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutants indicates combined critical roles of the three *MtSOC1* genes in Medicago flowering in floral inductive VLD

*SOC1-like* genes are known to play important roles in flowering control in many plants, but *soc1* mutations have not previously been associated with non-flowering phenotypes. For example, in soybeans, mutations in one or both duplicated *GmSOC1* A-class genes, *GmSOC1a* and *GmSOC1b*, led to delayed flowering and increased node number, with *GmSOC1a* having stronger effects, whereas the double mutants showed additive effects on shoot architecture and greater delay in flowering (Kou et al., 2022). Importantly, naturally occurring *GmSOC1a* alleles contribute to optimal latitudinal adaptation in soybean (Kou et al., 2022). Within the *Medicago* genus in legumes, multiple gene duplication events have given rise to three *MtSOC1* paralogs: one Fabaceae A group *MtSOC1a* gene and two B-group genes, *MtSOC1b* and *MtSOC1c*. Here, we describe the generation of *Mtsoc1a Mtsoc1b Mtsoc1c* triple mutant plants by CRISPR-Cas9 gene editing using guides predominantly targeting the exons encoding the K-domain or C-terminal domain. Two independent triple mutant lines, *Mtsoc1-1* and *Mtsoc1-2*, were studied. These lines segregated non-flowering plants in floral inductive VLD. These non-flowering plants were homozygous for the strong mutant alleles of *Mtsoc1a*, *Mtsoc1b*, and *Mtsoc1c*. Phenotyping and gene expression analyses indicated that these non-flowering plants remained vegetative, because they did not transition to flowering. The triple mutant non-flowering phenotype was thus dramatically different from the single *Mtsoc1a Tnt1* mutant, which had a moderate delay to flowering of ~10 days compared with the WT in VLD (Jaudal et al., 2018). These results imply a combined critical role of multiple *MtSOC1* genes in the transition to flowering in Medicago.

### *MtSOC1* genes and primary axis elongation

The non-flowering triple mutants had shorter primary axes than the WT (**Figures 3E, K**), consistent with previous studies implicating *MtSOC1a* in primary axis elongation. The *Mtsoc1a Tnt1* single mutant had a shorter primary axis than the WT, while overexpression of *MtSOC1a* caused increased primary axis elongation compared with the WT (Jaudal et al., 2018). Interestingly, in the *Mtsoc1-1* line, the primary axis was also shorter in plants homozygous for the strong *Mtsoc1b-1* and *Mtsoc1c-1* alleles but heterozygous or homozygous for the predicted weaker *Mtsoc1a-2* allele (**Figure 3A**; **Supplementary Figures 1C**, **2A**; **Table 1**). *Mtsoc1a-2* is predicted to affect the C-terminal domain, which is highly variable in sequence between different MADs transcription factors (Lai et al., 2021) and has a weak effect on flowering in the triple mutant (**Figure 1C**, **Supplementary Figures 1A, B**). Therefore, the *Mtsoc1b-1* and *Mtsoc1c-1* alleles likely contribute strongly to the short primary axis phenotype of the triple mutant, which correlates with the strong expression of *MtSOC1b* and *MtSOC1c* in primary axis stems (Fudge et al., 2018).

### The non-flowering *Mtsoc1* triple mutants appear to remain vegetative

The non-flowering triple mutants were also bushy in appearance because of the increased node density observed on the secondary axes, and increased growth of the lateral branch in their leaf axils (**Figure 3**). They only produce one lateral structure, a lateral branch in their leaf axils (**Figure 3L**) indicating that they remain vegetative in the VLD (Cheng et al., 2021). The non-flowering triple mutant phenotype thus appears like the *Mtfta1 Mtfda* double mutant that failed to transition to flowering (Cheng et al., 2021). Similar to the triple mutants, *Mtfta1Mtfda* double mutants remained vegetative with a bushy phenotype, producing only one lateral branch in the leaf axils. In contrast, the non-flowering *Mtfulc* mutant does transition to flowering but cannot produce flowers. Instead, it produces two lateral branches in the leaf axils due to the aberrant elevation of *MtTFL1a* in the secondary inflorescence meristem (Cheng et al., 2018).

Gene expression analysis also supported the idea that the triple mutants remained vegetative. Four key genes that promote the development of Medicago compound inflorescence, *MtAP1*, *MtTFL1a*, *MtLFY*, and *MtFULc*, were downregulated in the apex of the triple mutant, consistent with the remaining vegetative cells (**Figure 4D**) (Cheng et al., 2018, 2021). *MtFDa* was also downregulated at the apex of the triple mutant. The candidate floral repressors *MtFTa2* and *MtSVPc* were upregulated in the triple mutant (**Figure 4D**), consistent with their elevation in the late-flowering *Mting2* mutant (Jaudal et al., 2022), indicating that they are likely to play a repressive role in Medicago flowering. *MtFULb* and *MtSOC1c* levels were elevated in the triple mutant, suggesting their misregulation in the shoot apex. 

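*MtFULb* (Medtr4g109830.1), a MADS-box gene of the *FRUITFULL* group, was at 24.4 ± 2.14 CPM in the triple mutant and 3.56 ± 1.48 in WT (SD, n = 3 each), a log2 fold change of 2.78 (SE 0.31, adjusted p = 0.00172 from edgeR), and it passed the test under all 19 alternatives run. In *Mtsoc1a* its log2 fold change was -1.02 (SE 0.31, adjusted p = 0.368; 0.0347 to 0.71 over its alternatives). *MtSOC1c* transcript Medtr8g033220.1 was at 19.1 ± 3.11 against 5.35 ± 2.46 (SD, n = 3 each), with a log2 fold change of 1.83 (SE 0.55, adjusted p = 0.0566), and Medtr8g033220.2 at 17.2 ± 4.78 against 1.48 ± 1.62 (SD, n = 3 each; adjusted p = 0.192). Summed over both transcripts, *MtSOC1c* was higher in the triple mutant, with a log2 fold change of 2.41 (SE 0.18, adjusted p = 1.14e-05, and 3.63e-33 by DESeq2 on the same sum; 0.0034 to 0.248 over the alternatives of the first transcript). The same sum had a log2 fold change of -1.04 (SE 0.18, adjusted p = 0.0335) in *Mtsoc1a*, and -1.13 (SE 0.55, adjusted p = 0.526) for the first transcript alone. *MtFULa* (Medtr2g461760.1) was at 3.08 ± 0.541 against 0.826 ± 0.751 (SD, n = 3 each; adjusted p = 0.103) and passed the test without WT replicate 2 (log2 fold change 2.92, adjusted p = 0.0337; 0.0337 to 0.234 over its alternatives).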

Other MADS-box genes that are likely to promote floral meristem and floral organ identity and/or development were also downregulated in the triple mutant shoot apex, consistent with the non-flowering phenotype (**Supplementary Table 3**). These include genes homologous to *SEP*, *AGL6*, *B* function genes *PI* and *AP3*, *AG-like* C function genes, and a predicted D function gene, *MtSEEDSTICK-like* (*STK*).

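Only the loci given these names among the candidate flowering genes were examined here. Other homologs among the paper's downregulated genes were not searched for. None of the tested transcripts of the named loci was lower in the triple mutant by edgeR or DESeq2 (*AGL6* alone had an unadjusted p under 0.05, at 0.0488). The *SEP4* transcript Medtr4g109810.1 was higher, at 2.70 ± 1.21 CPM against 0.543 ± 0.207 in WT (SD, n = 3 each), with a log2 fold change of 2.30 (SE 0.66, adjusted p = 0.0457). The second *SEP4* gene (Medtr5g046830.1) had a log2 fold change of -2.55 (SE 1.39, adjusted p = 0.257), *SEP3b* (Medtr8g097090.1) of -0.87 (SE 0.75, adjusted p = 0.485), *SEP1/2a* (Medtr6g015975.1) of -1.01 and *SEP3a* (Medtr3g084980.1) of 0.26. *AGL6* (Medtr7g075850.1) had 0, 0 and 2 counts in the triple mutant and 8, 15 and 8 in WT, a ratio of 6.35 (95% counting interval 1.61 to 54.7; adjusted p = 0.159). *AP3a* (Medtr3g113030.1) had a log2 fold change of 0.88 (SE 0.64, adjusted p = 0.405), and the transcripts of *MtAP3b* (Medtr5g021270.1 and Medtr5g021270.2) of -0.42 and -0.16 (adjusted p = 0.45 and 0.901). *SEP1/2b* (Medtr7g016600.1) and a second *AGL6* gene (Medtr8g033270.1), too low to be tested, had no counts in the triple mutant and were at least 3.27-fold and 2.05-fold lower than in WT; all 15 WT counts of the latter came from WT replicate 1. The *AG*-like gene *AGa* (Medtr2g017865.1) had 1 count in the 3 triple mutant libraries together against 12 in WT, a ratio of 4.91 (95% counting interval 0.727 to 210, and 1.29 without WT replicate 1), and *STK* had no counts in any apex library. The *SEP4* call ended without triple mutant replicate 1, 2 or 3 or WT replicate 1, 2 or 3 (adjusted p = 0.0781 to 0.178; 0.000829 to 0.178 over its alternatives). Leaving out a library also turned the sign of *SEP3a* (triple mutant replicate 1, -0.01) and of Medtr5g021270.2 (triple mutant replicate 3 or WT replicate 2, 0.11 and 0.09).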

### Perspectives

While the three *MtSOC1* genes are likely to function predominantly downstream of *MtFTa1* and *MtFDa* in promoting the vegetative-to-reproductive transition (Fudge et al., 2018; Jaudal et al., 2018; Cheng et al., 2021; Zhang et al., 2021b), we found that *MtFDa* gene expression was also reduced in the *Mtsoc1a* single mutant and the triple mutant. This may indicate negative feedback regulation of MtSOC1s on *MtFDa*, consistent with the multiple interactions observed between *SOC1* and flowering regulators in Arabidopsis (Immink et al., 2012; Tao et al., 2012). It is also possible that *MtSOC1* genes function in both floral induction and I1 and/or I2 inflorescence development, as has been reported for *MtFDa* (Cheng et al., 2021; Zhang et al., 2021b). 

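*MtFDa* (Medtr5g022780.1), a bZIP partner of the florigen, was at 1.21 ± 0.718 CPM in the triple mutant, 1.19 ± 0.287 in *Mtsoc1a* and 3.39 ± 0.729 in WT (SD, n = 3 each). Every library of either mutant lay below every WT library. For each mutant taken alone, chance gives this in 10% of comparisons of 3 with 3 when the direction is left open. Both comparisons share the WT libraries. The log2 fold changes were -1.48 (SE 0.45, adjusted p = 0.0583 from edgeR) in the triple mutant and -1.50 (SE 0.45, adjusted p = 0.365) in *Mtsoc1a*. Without triple mutant replicate 1 the triple mutant value was -2.07 and passed (adjusted p = 0.0249), as it did with counts summed to genes (adjusted p = 0.0217; 0.00782 to 0.172 over its alternatives). In *Mtsoc1a* DESeq2 on counts summed to genes alone passed (adjusted p = 0.0324; 0.0324 to 0.712 over its alternatives).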

One mechanism by which MtFDa regulates inflorescence development is via stimulation of *MtFULc* expression in I2, which in turn represses *MtTFL1a* in I2, enabling floral meristem formation via activation of *MtPIM* (Cheng et al., 2021; Zhang et al., 2021b). The *MtSOC1a* transcript was detected in I1 and I2 primordia via *in situ* hybridization in the WT (Jaudal et al., 2018). In addition, a sharp elevation of *MtSOC1b* transcripts in the shoot apex was detected at flowering by RT-qPCR, later than the increase in expression observed for *MtSOC1a* and *MtSOC1c* (Jaudal et al., 2018). This indicates potential additional roles for *MtSOC1s* downstream of floral induction that remain to be uncovered. Taken together, our phenotyping and global transcriptomic analyses implicated multiple *MtSOC1* genes in overlapping and complementary functions, which are essential for the vegetative-to-floral transition in VLD and the development of normal aerial architecture, unlike Arabidopsis *SOC1* (Lee and Lee, 2010) or *MtSOC1a* alone (Jaudal et al., 2018). Ultimately, the non-flowering phenotype may be used to improved forage and biofuel productivity in temperate legumes (Jung and Muller, 2009; Tadege et al., 2015; Wolabu et al., 2023).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

AP: Conceptualization, Data curation, Formal analysis, Visualization, Writing – original draft, Writing – review & editing. MZ: Investigation, Writing – review & editing. YP: Data curation, Investigation, Project administration, Writing – original draft, Writing – review & editing. FT: Data curation, Investigation, Writing – review & editing. MJ: Conceptualization, Methodology, Writing – review & editing. LZ: Investigation, Methodology, Writing – review & editing. JW: Funding acquisition, Writing – review & editing. JP: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – original draft, Writing – review & editing.

## Supplementary material

Supplementary Table 1 List of primers and guides.

Supplementary Table 2 Lists of plant genotypes and flowering time.

Supplementary Table 3 RNA-seq analysis for *Mtsoc1a* and *Mtsoc1-2* triple mutant and Gene Ontology analysis.

Supplementary Table 4 Expression of Medicago homologs of AtSOC1-bound and regulated genes listed in Immink et al. (2012).

Supplementary Table 5 Expression of candidate flowering genes listed in Cheng et al. (2021) and genes used in RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

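RNA was measured in 15 libraries, 3 for each of 5 groups: leaves and shoot apices of 15-day-old WT and *Mtsoc1a* plants, and shoot apices of 83-day-old triple mutants. The leaf libraries appear in the sample labels and are not described in the article. Libraries were matched to groups by their column names, and all 15 count columns were matched. The authors trimmed reads with fastp, estimated counts per transcript with Salmon 0.8.2 against the Mt4.0v2 transcriptome, and tested differences with DESeq2 1.24.0. The count table holds Salmon's estimated counts for 57124 transcripts of 50021 loci, and the TPM table holds one value per group in 5 columns, so TPM could not be tested between libraries.

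Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The test was edgeR's quasi-likelihood F-test with robust spread estimates, TMM library sizes and a filter at a minimum count of 10. The 9 apex libraries shared one fit (25935 transcripts tested), the 6 leaf libraries another (21993), and the 12 libraries of 15-day-old plants one more fit, for leaf against apex in *Mtsoc1a* and for the difference of the *Mtsoc1a* effect between leaf and apex (26683). Transcripts were called at a Benjamini-Hochberg adjusted p of 0.05 or less and a fold change of at least 2. Adjusted p values are from edgeR unless another tool is named.

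Lists from the supplementary tables (the 21 RT-qPCR genes, the 93 candidate flowering genes with their categories, and the homologs of 29 Arabidopsis genes) were counted over all transcripts and over the list alone. The RT-qPCR and candidate lists, the latter also by category, were tested as sets by limma's camera, two-sided, with a preset correlation of 0.01 and with an estimated correlation. Lists of 500 leaf-higher and 500 apex-higher transcripts, tested in the same way, came from the comparison of *Mtsoc1a* leaf with *Mtsoc1a* apex. Lists by product name could not be made, since 0 of the transcript identifiers matched the reference gene table. Genes were named in the text when the paper names them, when they ranked among the 10 highest and 10 lowest by p with groups that did not overlap, or when they were called members of a fixed list; values in the paper's tables had been seen. A group with 0 counts was given a floor of 3 counts over the group, and for 1 to 3 counts a 95% counting interval is given, which covers counting error and not the spread between libraries. Counts summed to genes give a value of the locus, over all its transcripts.

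Totals per library were 30574845 to 38896407 in the 4 groups of 15-day-old plants and 13224488 to 15891830 in the triple mutant. The test was checked on simulated counts at these depths with 100 transcripts changed 2-fold and 100 changed 4-fold. The changed transcripts were drawn from those well above the filter's minimum count in WT, and reads were not divided between isoforms. edgeR recovered 17 and 60 for the triple mutant, 23 and 65 for *Mtsoc1a*, 11 and 67 in leaf, and 5 and 48 for the difference between leaf and apex. It called 1 to 8 unchanged transcripts in these comparisons, and DESeq2 49 to 79.

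Alternatives set before the data were examined were DESeq2's size factors, DESeq2, no filter, no fold threshold, counts summed to genes, a block for replicate number, each library left out in turn, fits on other sets of libraries and shrunken fold changes. The shrinkage used DESeq2's normal prior. Replicate numbers did not pair apex samples across groups: correlations between libraries of the same number were -0.0907 to 0.0243. In leaf they were 0.144, 0.135 and -0.0424, against -0.171 to 0.0598 for different numbers, so pairing in leaf stays open; the fit without a block was kept there, as planned.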

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

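The fits with thinned libraries, edgeR's newer fit, the test of the division of reads between isoforms and the test of leaf tissue as the whole cause were chosen after the result was seen; the other tests in this part were set before. Leaves of *Mtsoc1a* and WT plants, which the article does not describe, differed in 11 transcripts, all higher in *Mtsoc1a* by edgeR, with 0 lower (2022 had an unadjusted p under 0.05, and DESeq2 called 126 higher and 97 lower). With a block for replicate number 42 were higher and 5 lower. Medtr3g061170.1 was at 23.6 ± 2.59 against 2.90 ± 0.0502 CPM (SD, n = 3 each), a log2 fold change of 3.02 (SE 0.14, adjusted p = 0.00162). Without *Mtsoc1a* leaf replicate 2 or 3, or WT leaf replicate 1 or 2, the count was 3, 2, 2 and 2. Of the 10 ways to split these 6 libraries, 1, the real one, gave 11 calls and the highest other gave 2, too few splits for a share under 0.05.

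The effect of *Mtsoc1a* differed between leaf and apex for 9 transcripts by a test of the difference itself, 3 with a higher log2 fold change in leaf and 6 with a lower one (2136 had an unadjusted p under 0.05, and DESeq2 called 386). With a block for replicate number edgeR called 0 (1960 had an unadjusted p under 0.05). Medtr1g015650.1 had a difference of 3.84 (SE 0.46, adjusted p = 0.0378) and Medtr6g034920.1 of -3.68 (SE 0.43, adjusted p = 0.0378). In 3 of 60 splits the count was as large, with 14 as the highest other, so chance is not excluded. Leaving out 1 library gave 38 calls (*Mtsoc1a* leaf replicate 1), 0 (WT apex replicate 1 or 3) or 1 to 5 (each of the others except WT leaf replicate 3, with 9).

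The triple mutant and *Mtsoc1a*, both compared with the same WT apices, differed directly in 2544 apex transcripts, 789 higher and 1755 lower in the triple mutant (2968 and 2985 with no fold threshold). With 0 *Mtsoc1a* libraries at the age of the triple mutant, genotype, age and library preparation cannot be told apart in this comparison. Medtr1g066710.1 was at 2.52 ± 0.0796 CPM in the triple mutant against 23.1 ± 2.51 in *Mtsoc1a* (SD, n = 3 each; log2 fold change -3.19). Of 10 splits 1, the real one, was as large, and the highest other gave 1 call. Against WT, the real split of the triple mutant gave 1667 calls and the highest other 0, again 1 of 10, while for *Mtsoc1a* the real split gave 4, the highest other 6, and 2 of 10 were as large. Splits of 3 libraries against 3 are too few for a share under 0.05.

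More transcripts were lower than higher in the triple mutant among those changed at least 2-fold, 1252 against 415. The excess was smaller at the adjusted p alone (2244 lower and 1947 higher) and with edgeR's newer fit (948 and 514). For the calls at 2-fold, library depth is argued against as the whole cause, since with all apex libraries thinned to one total the ratio of lower to higher calls was 2.79, and so is the division of reads between isoforms, since for genes the ratio was 2.83. Library preparation and age cannot be told apart from genotype, as 0 libraries of WT or *Mtsoc1a* had the age of the triple mutant.

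Of the 24 transcripts in the photosynthesis term, which was chosen on these samples, 18 were higher in the triple mutant. As the whole cause, leaf tissue like that of 15-day-old WT leaves would need a median share of 101% (quartiles 45.5% and 458%). This is over the 23 photosynthesis transcripts above the apex level in WT leaf. At the median share, the 500 leaf-higher transcripts would have a median log2 fold change of 3.52, against 0.36 observed (quartiles 0.114 and 0.567). The 500 apex-higher transcripts would have one of -3.48, against 0.06 observed (quartiles -0.139 and 0.277). No sample can hold 101% of a tissue, so the prediction at that share is close to leaf itself. These values argue only against triple mutant apex samples made up wholly of such leaf tissue. The term was chosen on these samples, so the needed share may be too high, and lower shares were not tested. A smaller share of leaf tissue may add to the pattern and cannot be told apart from it: the leaf-higher median of 0.36 is above 0, as such tissue would make it, while the apex-higher median of 0.06 is not below 0. Library preparation and age stay open as well, with 0 libraries of WT or *Mtsoc1a* at that age. Greening of older apices, a biological difference in the design, was not tested.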

How the results depend on the processing

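Alternatives chosen after seeing the data were DESeq2 on counts summed to genes, libraries thinned to one depth and edgeR's newer quasi-likelihood fit or fits without robust spread estimates. Of the alternatives' counts of calls, 80 stayed within 1.5 times the count given and 64 did not; for gene lists 49 and 41. Single genes that were called kept their call in 604 cases and lost it in 119; those not called stayed so in 528, gained a call in 56 and changed sign in 7 (for counts summed to genes, by the locus). The cause was not tested. For the triple mutant (1667), dropping the fold threshold gave 4191 (1947 higher and 2244 lower) and leaving out 1 library 992 to 1481. For *Mtsoc1a* (4), DESeq2 gave 353, genes 51, DESeq2 on genes 260, the replicate block 1, only the groups compared 2, shrunken fold changes 14, thinning 2, the newer fit 47, no robust estimates 12, both 61, and leaving out 1 library 6 to 14. For the triple mutant against *Mtsoc1a* (2544), dropping the fold threshold gave 5953 (2968 higher and 2985 lower). In leaf (11), DESeq2 gave 223, no filter 19, genes 47, DESeq2 on genes 224, the block 47, all 15 libraries 133, and leaving out 1 library 2 to 10. For the difference between leaf and apex (9), DESeq2 gave 386, genes 14, DESeq2 on genes 219, the block 0, all 15 libraries 20, and leaving out 1 library 0 to 38. Calls shared by both mutants (1) were 39 by DESeq2, 4 for genes, 26 by DESeq2 on genes, 3 with the newer fit, 2 without robust estimates, 4 with both, and 1 to 3 leaving out 1 library. Of the candidate genes (19), 11 to 12 were called leaving out 1 library; of the homologs (29), 15 to 29, and 16 with the block. In the triple mutant the log2 fold change of *MtSOC1b* changed sign only when shrunken with DESeq2's normal prior (0.092). Leaving out 1 library changed the sign for *MtFTa1* (-0.85 to 0.43), *SEP3a* (-0.014 to 0.44) and *MtAP3b* (Medtr5g021270.2, -0.67 to 0.11). In *Mtsoc1a* that of *MtSOC1c* changed sign (Medtr8g033220.2, -8.27 to 0.65). Planned limma tests on TPM were not run, since TPM has one value per group.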

Differences from the paper's values

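The paper gives 129 genes upregulated in *Mtsoc1a*, against 2 transcripts here by edgeR at the thresholds the paper states. Of the alternatives set before the data were examined, DESeq2 (149) came within 1.5 times the paper's value, while DESeq2 size factors (2), no filter (2), no fold threshold (2), genes (35), the block (1), only the groups compared (1), all 15 libraries (2) and shrunken fold changes (10) did not. The paper gives 46 downregulated in *Mtsoc1a*, against 2 here, and none of these alternatives came within range: DESeq2 gave 204, genes 16, shrunken fold changes 4 and no filter 3. DESeq2 called 128 of the paper's 129 and 46 of its 46, and all of the paper's *Mtsoc1a* genes tested here (123 and 46) had the paper's direction. DESeq2's p values here lay within 0.01 on the log10 scale of all those the paper lists. These are 175 in *Mtsoc1a* and 1705 in the triple mutant. The heading of Supplementary Table 3 names apeglm shrinkage, which was not run here. The shrunken fold changes here used DESeq2's normal prior, which brought *MtAP1* in the triple mutant to -0.63. Their counts therefore do not test the paper's shrinkage. The paper's log2 fold changes in the triple mutant were smaller in size than those of DESeq2 here for *MtFULa* (1.03 against 1.90), *MtFTa2* (1.93 against 2.89) and *MtFDa* (-1.07 against -1.47). That of *MtFULc* in *Mtsoc1a* was larger (-8.07 against -7.66). So the paper's fold changes were not the same measure as the unshrunken ones here. Whether this accounts for the different counts of calls was not tested.

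The paper gives 14 genes changed the same way in both mutants, against 1 here, with 39 by DESeq2 and 4 for genes, neither within range. It gives 13 up in both, against 1 here (25 by DESeq2), and 1 down in both, against 0 here (14 by DESeq2, 2 for genes; 2615 transcripts had an unadjusted p under 0.05 in *Mtsoc1a*). All 14 of the paper's genes had the same sign in both mutants here, with 11 called in the triple mutant and 1 in *Mtsoc1a*. About 29 genes in Fig. 4A, read by eye, were up in *Mtsoc1a* and down in the triple mutant, against 1 here; DESeq2 (32) came within range and genes (7) did not. About 3 in Fig. 4A, read by eye, were down in *Mtsoc1a* and up in the triple mutant, against 1 here; genes (2) came within range and DESeq2 (9) did not.

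The paper states that more than 50% of the homologs of AtSOC1 targets changed, and no threshold for this was found in its results, methods or figure legend; the table as read holds 1 homolog fewer than the paper counts. Of 241 tested, 29 were called here, 49 passed the adjusted p alone (20.3%), and 71 of 249 did so by DESeq2 (28.5%). The paper's table marks 4 up and 29 down, of which 26 were called here.

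The paper states that MADS genes were downregulated in the triple mutant. Of 31 transcripts tested in the table's MADS category 4 were higher and 2 lower. Without its *MtLFY*, *HDL* and *WOX* genes, which are not MADS-box genes, 4 of 26 were higher and 1 lower (5 and 1 by DESeq2), the latter being *MtAP1*, as the paper states. For the floral organ genes it names (*SEP*, *AGL6*, *PI*, *AP3*, *AG*-like and *STK*), only loci so named among the candidate genes were examined. Of these loci 0 were called lower by edgeR and 0 by DESeq2. The paper cites its full lists of changed genes, and other homologs there were not searched for. DESeq2 here called all 1258 of its downregulated genes lower. Among the named loci edgeR tested, *AGL6* (Medtr7g075850.1) had an unadjusted p under 0.05 and *SEP4* (Medtr4g109810.1) was higher. edgeR could not call *PI*, *SEP1/2b*, *AGL6* (Medtr8g033270.1) or *AGa*, which were too low to be tested. Their counts were 2, 0, 0 and 1 in the triple mutant against 37, 24, 15 and 12 in WT, whose libraries were deeper. *STK* had no counts in any apex library.

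The paper states that *MtFULc* was reduced in the triple mutant. Here it was not called in any of 18 alternatives, though its log2 fold change stayed in the paper's direction (-1.80 to -0.156). The paper also rests on RT-qPCR, which found *MtFULc* and *MtFDa* lower and *MtFTa2* higher in the triple mutant. RNA-seq calls do not test those measurements. *MtFDa* is stated as reduced in both mutants and was called in neither here; DESeq2, genes and, without triple mutant replicate 1, edgeR called it in the triple mutant, as did the newer edgeR fit, chosen after seeing the values, which drops 35 of the paper's 447 upregulated and 422 of its 1258 downregulated genes. DESeq2 on counts summed to genes, also chosen after seeing the values, called it in both mutants, and drops 32 of the paper's 445 upregulated and 70 of its 1239 downregulated loci in the triple mutant and 31 of 129 and 18 of 46 in *Mtsoc1a*. The paper states that *MtSOC1c* was elevated in the triple mutant; its transcript Medtr8g033220.1 was called by DESeq2, only the groups compared and shrunken fold changes, and by the newer fit and both fits without robust spread estimates, chosen after seeing the values; its locus, over both transcripts, was called by genes and by DESeq2 on genes, the latter chosen after seeing the values. *MtFTa2* was called in the triple mutant by DESeq2, genes and without WT replicate 2, and by DESeq2 on genes and both newer fits; *MtFULa* was called by DESeq2 and without WT replicate 2, and its locus by DESeq2 on genes. In *Mtsoc1a*, Medtr7g075870.2 of *MtSOC1a*, *MtSOC1b* and *MtFULc* were called by DESeq2, and the *MtSOC1a* locus, *MtSOC1b* and *MtFULc* by genes and DESeq2 on genes. Medtr7g075870.2 was also called without *Mtsoc1a* replicate 3 and by both newer fits, which in *Mtsoc1a* drop 95 of the paper's 129 upregulated and 40 of its 46 downregulated genes for the fit with robust estimates. The main edgeR fit drops more of these, 127 of the 129 and 44 of the 46. In the triple mutant the main fit drops 91 of the paper's 447 upregulated and 190 of its 1258 downregulated genes.

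Supplementary Table 5 gives TPM values per group. For the RT-qPCR genes, 20 of 21 values for WT, 20 of 21 for the triple mutant and 6 of 21 for *Mtsoc1a* matched the deposited TPM within 1%. For the candidate genes, the MADS values matched within 0.05 log2 in 32 of 34 (WT), 30 (triple mutant) and 8 (*Mtsoc1a*), and those of the other categories in 0, 2 and 1 of 59. Of the candidate transcripts called in the triple mutant, the table gives the same direction from WT for 6 of 6 transcripts of the MADS category and for 8 of 13 of the other categories. It gives *SPL9*, *GRP* (Medtr4g106860.1), *GA20OX* (Medtr1g102070.1), *FRL* (Medtr2g091370.1) and *ELF4* (Medtr8g020200.1) as higher, while here and in the deposited TPM they were lower.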

Other observations

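The tests of the spread between libraries and of the *Mtsoc1a* leaf effect on the triple mutant's lower transcripts were chosen after the results were seen; the comparison of leaf with apex was planned. In *Mtsoc1a*, 5213 transcripts were higher in leaf and 5880 higher in apex. Of 10 splits 1, the real one, gave 11093 calls, and the highest other gave 1, too few splits for a share under 0.05. Of the transcripts higher in the triple mutant apex, 185 of 391 (47.3%) were higher in leaf, and of all apex transcripts tested 18.8%. Of those lower in the triple mutant, 445 of 1252 (35.5%) were higher in apex, and of all 23%. These shares were not tested against each other.

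In leaf, no list of flowering genes had a call by edgeR: for the 78 candidate transcripts 0 were called, 20 had an unadjusted p under 0.05 and DESeq2 called 2 higher and 3 lower. *MtTEM1*, on neither the candidate nor the RT-qPCR list, had 1663, 2626 and 2468 counts in *Mtsoc1a* leaves. In WT leaves it had 227, 367 and 596. It was not called by edgeR in leaf and is given here after its counts were seen. The leaf counts of *MtTEM2* overlapped between the genotypes. Tested as sets with a preset correlation, the RT-qPCR genes were lower in *Mtsoc1a* leaves (median log2 fold change -0.21, camera adjusted p = 0.00497) and the photoperiod genes higher (0.27, adjusted p = 0.00735), and neither call held with an estimated correlation (adjusted p = 0.122 for both) or, with a preset one, without WT leaf replicate 2 (adjusted p = 0.0526 for both).

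Transcripts lower in the triple mutant varied between replicate WT apices (median SD 0.385 on the log2 scale, against at most 0.306 in 10000 random lists). A transcript set that varies between harvests whatever the genotype may contribute, since in *Mtsoc1a* apices its median SD was also high (0.348, a percentile of 100 among random lists). The spread was not specific to it: transcripts higher in the triple mutant had 0.340 in WT and 0.331 in *Mtsoc1a*. The matching of random lists was changed after the WT value was seen.

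Of the 11 transcripts higher in *Mtsoc1a* leaves, 7 were lower in the triple mutant apex, as were 1252 of all 25935 tested there. If the 3 *SOC1* genes may act on one set in the same way in both tissues, the set lower in the triple mutant should be lower in *Mtsoc1a* leaves. These 7 transcripts go the other way, and the median of the set there was 0.0145 over 1011 transcripts (camera p = 0.107 with a preset correlation and p = 0.498 with an estimated correlation), which leaves this hypothesis undecided.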
